A study of Mus musculus with 8 samples. Its data were reported in "Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells" (2025).

How the data were processed

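Binding of NF-YA was measured by CUT&RUN in activated muscle stem cells (MuSCs), the stem cells of skeletal muscle, from control mice and from mice in which *Taf4a* had been inactivated in these cells (Taf4asKO). CUT&RUN tethers a nuclease to an antibody on chromatin, so that DNA near the bound protein is cut out and sequenced. NF-YA is the DNA-binding subunit of the trimeric factor NF-Y, which recognises the CCAAT pentamer. The labels give 8 libraries in 4 groups of 2, namely NF-YA and IgG libraries of each genotype, where IgG is an unspecific antibody. Groups and replicate numbers were taken from the labels. The IgG libraries were not analysed here, and all comparisons rest on the 4 NF-YA libraries.

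The authors trimmed the read pairs of 36 bases, aligned them with STAR to the mouse build mm10, and removed duplicates together with spliced, multi-mapping, ribosomal and mitochondrial reads. They called peaks in each library against IgG with MACS and merged the peaks of all libraries into a common set. The deposited table gives a score for each of 7196 merged peaks in each of 4 libraries, which is the number of reads in the peak after the authors normalised it with DESeq2 and rounded to whole numbers. The authors assigned a peak to the gene with the nearest start if this was within 10000 bases, and the deposited distance to that start is used as given. The annotation was checked against GENCODE M21 on GRCm38 (mm10). Of 3978 assigned gene IDs, 3972 were found there, 3951 with identical coordinates and strand, and 0 peaks ran past the end of a chromosome. For the histone genes the table gives the same symbol to several gene IDs, so that IDs are given with such symbols.

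The value of 1 read was recovered from the regular gaps between the values of each library. It was 1.04 and 3.26 in the control replicates 1 and 2, and 0.431 and 0.681 in the Taf4asKO replicates 1 and 2. The search was tested on 4 simulated libraries and found the value in 4 of them. In the control libraries 100% of the values were rounded multiples of this step. In the Taf4asKO libraries a read is worth less than the rounding unit, so that whole reads could not be recovered without ambiguity. For this reason no count model was run, and the alternatives that had been planned with count models were left out. Dividing the totals by the value of 1 read gave 351694 and 111267 reads in peaks for the control replicates and 735020 and 505352 for the Taf4asKO replicates. The median peak held 16.3, 4.91, 41.7 and 26.4 reads in the same order. The intervals given below are for shares of peaks and do not include the error of the reads in each peak.

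Genotypes were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a moderated variance that followed a trend over the mean signal, for the 4746 peaks with a mean value of at least 10. Adjusted p-values are from limma with the Benjamini-Hochberg method, and peaks under 0.05 are named calls. Fold changes are on the log2(value + 1) scale, which understates the change of low peaks. The test was chosen because the values had turned out to be normalised. The fit was tested on simulated data with the real means and reads in peaks. All simulated peaks had the replicate variance of strong peaks, which understates the spread of weak control peaks, and no shift between libraries with peak strength. The counts of calls that follow hold for this cleaner setting only. Of 200 changed peaks with a true log2 change of 2 in size 176 were kept by the minimum and 158 were called. Among the unchanged peaks 1 was called, out of 4718 tested peaks in all. In 10 simulations with no change the largest number of calls was 0.

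Gained and lost peaks were counted by fold change alone, as peaks with a mean value above 10 whose ratio of group means exceeded 2 in either direction. The peak nearest the *Kansl2* start was also compared with an exact permutation test of the 4 values. Peaks were placed with GENCODE M21 in the order of gene start (centre within 1000 bases of a start), UTR, other exon, intron and intergenic, with 95% Wilson intervals. CCAAT or its reverse complement was searched in the central 200 bases of each peak and in 2 windows of 200 bases centred 1000 bases to either side, and compared with Fisher's exact test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 were used.

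The peaks named in the report were fixed by rule before the data were examined, as were the tests and most alternatives. These are the peaks assigned to *Kansl2*, *Mcrs1*, *Mbd3*, *Prmt1*, *Smyd5*, *Suv39h2*, *Taf4*, *Nfya*, *Nfyb* and *Nfyc*, the 5 largest increases and 5 largest decreases among calls whose replicates did not overlap between genotypes, and the 3 peaks with the highest control mean. Other peaks are named as chosen after their values were seen. The alternatives were other scalings of the libraries, no minimum, a pseudocount of 5, the replicate number as a block, a looser threshold, other rules for gained and lost peaks, other windows for the annotation and the motif, and leaving out each library. Centring on peaks with a mean of at least 100 and weighting each value by the reads behind it were added after the data were seen. Comparisons that need IgG values were left out.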

Results

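To determine how NF-YA binding depends on TAF4A, CUT&RUN libraries of control and Taf4asKO MuSCs were compared across 7196 peaks, with 2 NF-YA libraries per genotype. The libraries differed widely in the number of reads that fell in peaks. These reads amounted to 351694 in control replicate 1, 111267 in control replicate 2, 735020 in Taf4asKO replicate 1 and 505352 in Taf4asKO replicate 2, so that the highest number was 6.61 times the lowest. Reads in peaks set the counting error of the values. They depend on the share of reads in peaks and on the removal of duplicates as well as on sequencing depth. The total reads of each library were not analysed here. By the study's reporting summary, uniquely mapped reads differed far less between these libraries than reads in peaks did. Both control libraries had fewer reads in peaks than both Taf4asKO libraries, and this number and genotype therefore cannot be separated. Of all peaks, 587 had a value of 0 in control replicate 2 and 8 in Taf4asKO replicate 1.

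Agreement between replicates was higher in the genotype with more reads in peaks. Across the 7196 peaks, Pearson's r of log2(value + 1) was 0.884 between the control replicates (Spearman's rho 0.902) and 0.968 between the Taf4asKO replicates (rho 0.967). Peaks are not independent replicates, and these correlations only describe the libraries. Between genotypes r ranged from 0.872 to 0.919. In both genotypes the replicates differed by more than counting error, with a chi-square per peak of 1.41 for the control pair and 1.43 for the Taf4asKO pair. With a pseudocount of 5 the control r rose to 0.935, the largest move among the alternatives. The replicate SD of weak peaks, with mean values of 10 to 20, was 0.61 on the log2 scale in control and 0.29 in Taf4asKO, whereas it was 0.16 and 0.18 for peaks with a mean of at least 100.

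The peaks were narrow, with a median width of 171 bases and a range from 75 to 1165 bases. The table assigned a gene to 4716 peaks (65.5%, 95% Wilson interval 64.4% to 66.6%), which belonged to 3978 gene IDs. By GENCODE M21, 2862 peaks (39.8%, interval 38.6% to 40.9%) were centred within 1000 bases of a gene start, 2338 (32.5%, 31.4% to 33.6%) were intronic and 1657 (23.0%, 22.1% to 24.0%) intergenic. UTRs held 148 peaks and other exons 191. The share depended on the definition, as 65.5% had an assigned gene, 38.6% an assigned start within 1000 bases and 39.8% any start within 1000 bases.

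CCAAT, the pentamer bound by NF-Y, was present in the central 200 bases of 5646 of 7196 peaks (78.5%, Wilson interval 77.5% to 79.4%). The flanking windows contained it in 3383 of 14392 cases (23.5%, 22.8% to 24.2%), an odds ratio of 11.9 by Fisher's exact test (two-sided, p below the smallest number the computer could hold). Searching whole peaks against flanks of the same width gave an odds ratio of 10.6. The motif was more frequent in stronger peaks, from 62.9% of the peaks with a mean value under 5 to 93.7% of those with means of 100 to 200, and 90.9% at means of at least 200.

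The 3 peaks with the highest control signal were at loci of different kinds. The first (chromosome 17, 39843246 to 39844185, gene ID ENSMUSG00000106106, biotype rRNA) lay in the lincRNA *Gm26917*, 702 bases from the nearest gene start. It carried no CCAAT in its centre. This peak differed strongly between replicates, with a value of 2108.5 ± 1146 (SD, n = 2) in control and 1063 ± 363 in Taf4asKO. The others were at the starts of *Cic* (chromosome 7, 25267263 to 25268427, ENSMUSG00000005442) with 1346.5 ± 36.1 in control and 1049.5 ± 91.2 in Taf4asKO, and of *Sp1* (chromosome 15, 102405308 to 102406324, ENSMUSG00000001280) with 1255.5 ± 96.9 and 950.0 ± 39.6. The *Cic* peak carried no CCAAT in its centre either, whereas the *Sp1* peak did. None of the 3 passed the limma threshold (adjusted p of 0.182, 0.110 and 0.0970). With equal medians the *Cic* and *Sp1* peaks passed it, and *Sp1* also with weights from the reads behind each value.

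The table assigns 3 peaks to the targeted gene *Taf4* (ENSMUSG00000039117) by their distance to its start. One of them lies inside the gene, which holds 7 peaks in all. The peak nearest its start (chromosome 2, 179976855 to 179976933, 248 bases away) had values of 14 and 20 in control and 10 and 14 in Taf4asKO, a log2 fold change of -0.47 (SE 0.40, limma adjusted p 0.55). The second peak, inside exon 1 (179975417 to 179975495), fell from 99 and 117 to 13 and 18 (log2 fold change -2.74, SE 0.25, limma adjusted p 0.00112). The third was too weak for the test, with 8 and 10 in control and 5 and 5 in Taf4asKO. The second peak has no CCAAT in its centre.

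To find out whether NF-YA binding at the *Kansl2* promoter changed without TAF4A, the peak 108 bases from the *Kansl2* start was examined (chromosome 15, 98534206 to 98534538, ENSMUSG00000022992). It contains CCAAT and had values of 168 and 163 in control (165.5 ± 3.54, SD, n = 2) and 150 and 176 in Taf4asKO (163.0 ± 18.4). These rested on 161 and 50 reads in control and about 348 and 259 reads in Taf4asKO. The log2 fold change was -0.03 (SE 0.15, limma adjusted p 0.943), and the genotypes overlapped. An exact two-sided permutation test gave p = 1, where the smallest p this design allows is 0.333. The direction depended on scaling, as equal library totals gave a log2 fold change of 0.12. The 2 other *Kansl2* peaks were weak, with control values of 9 and 20 against 9 and 8 in Taf4asKO for the one, and 6 and 3 against 6 and 7 for the other.

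Other genes of interest were examined in the same way. At the start of *Mbd3* (chromosome 10, 80399488 to 80399914, ENSMUSG00000035478) the value was 425.0 ± 17 in control and 298.0 ± 38.2 in Taf4asKO, and every control value exceeded every Taf4asKO value (log2 fold change -0.52, SE 0.13, limma adjusted p 0.107). With equal medians this peak passed the threshold. At the start of *Prmt1* (chromosome 7, 44986363 to 44986921, ENSMUSG00000109324) the value was 476.5 ± 14.8 in control and 387.5 ± 29.0 in Taf4asKO (log2 fold change -0.30, limma adjusted p 0.228). Among the NF-Y subunits, *Nfya* (chromosome 17, 48409471 to 48409820, ENSMUSG00000023994) changed from 217.0 ± 48.1 to 174.5 ± 29.0, *Nfyb* (chromosome 10, 82763916 to 82764227, ENSMUSG00000020248) from 116.5 ± 0.707 to 104.5 ± 3.54, and *Nfyc* (chromosome 4, 120825012 to 120825321, ENSMUSG00000032897, intronic) from 65.0 ± 4.24 to 66.5 ± 6.36. None of these passed the threshold. At the start of *Prmt1* and at *Nfyb* every control value also exceeded every Taf4asKO value. No peak in the table was assigned to *Mcrs1*, *Smyd5* or *Suv39h2*. Of the 11 tested peaks of the gene list 1 had a limma adjusted p under 0.05 over all tested peaks, the *Taf4* exon peak, and 2 when adjusted over the list alone.

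**Figure D1:**
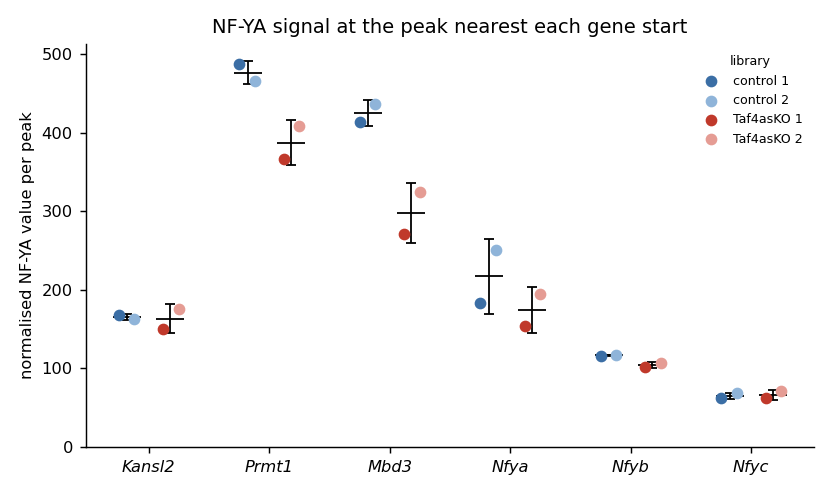
Normalised NF-YA value per library (y axis, deposited values) at the peak nearest the start of 6 genes (x axis). Points are single libraries and black bars the mean ± SD of 2 replicates. The genotypes overlap at *Kansl2*, with control at 165.5 and Taf4asKO at 163.0 on average, and are apart at *Mbd3*, *Prmt1* and *Nfyb*.

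Across all peaks, NF-YA signal differed little between the genotypes. Of the 4746 tested peaks 45 (0.948%) had a limma adjusted p under 0.05, 16 higher and 29 lower in Taf4asKO. The median log2 fold change was -0.04, and 92.4% of the tested peaks had a log2 fold change below 1 in size. At an unadjusted p under 0.05 there were 849 peaks, 330 higher and 519 lower. Replicates of both genotypes did not overlap at 47.9% of the tested peaks, where chance alone gives 33.3%. The number of calls depended on the processing, from 0 calls without a minimum on the mean value (1015 peaks at an unadjusted p under 0.05) to 250 with weights from the reads behind each value. Of the 45 calls 10 lay in exons of *Taf4* or *Tbp*.

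**Figure D2:**
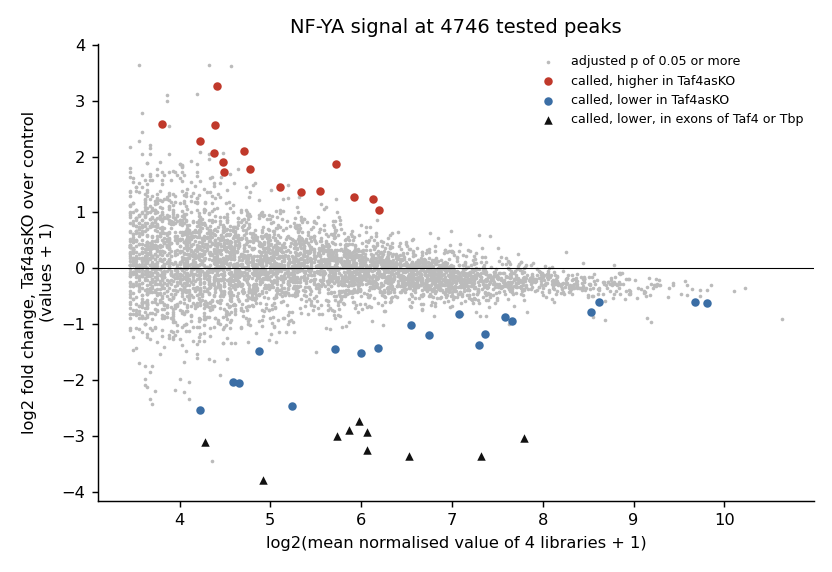
Log2 fold change of Taf4asKO over control (y axis) against the log2 mean value (x axis) of the 4746 tested peaks, each point being a peak. Coloured points are the 16 calls higher and the 29 calls lower in Taf4asKO, and black triangles the 10 calls in exons of *Taf4* or *Tbp*, whose log2 fold changes lie between -3.79 and -2.74.

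The 5 largest increases were distal. The largest was in an intron of *Banp* (chromosome 8, 122013777 to 122013982), with values of 3 and 3 in control and 36 and 39 in Taf4asKO (limma adjusted p 0.0078). The control values correspond to 3 reads in replicate 1 and 1 read in replicate 2. The Taf4asKO mean was 5.81 times a set floor of 3 reads per control library, which is no lower limit of the true change. An intergenic peak on chromosome 17 (13474862 to 13474990), with the same control values and 23 in both Taf4asKO libraries, reached 3.56 times this floor (limma adjusted p 0.0473). The others were peaks in introns of *Gm33782* (chromosome 10, 96325432 to 96325745) and of *Plxna4* (chromosome 6, 32400269 to 32400478), and an intergenic peak on chromosome 2 (83056221 to 83056578). Their log2 fold changes were 2.56, 2.28 and 2.09 with limma adjusted p of 0.0413, 0.0473 and 0.0214. Control values in these 3 peaks did not exceed 10.

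The 5 largest decreases all lay in *Taf4* or *Tbp*. In *Tbp*, the values of a peak in exon 7 (chromosome 17, 15514248 to 15514344) fell from 50 and 59 to 1 and 7 (log2 fold change -3.79, limma adjusted p 0.0218), and those of a peak over exon 8 (15515630 to 15515729) from 144 and 189 to 12 and 19 (-3.36, limma adjusted p 0.000412). In *Taf4*, a peak in the last exon, 15, which holds the 3′ UTR (chromosome 2, 179912432 to 179912660), fell from 258 and 320 to 20 and 37 (-3.35, limma adjusted p 0.000412), one over exon 2 (179939881 to 179939960) from 80 and 160 to 7 and 17 (-3.25, limma adjusted p 0.0078), and one over exon 7 (179932173 to 179932271) from 29 and 39 to 3 and 3 (-3.11, limma adjusted p 0.0132). Exons are numbered as in transcript 201 of each gene. Of the 10 calls in exons of these genes 1 contained CCAAT in its centre.

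**Figure D3:**
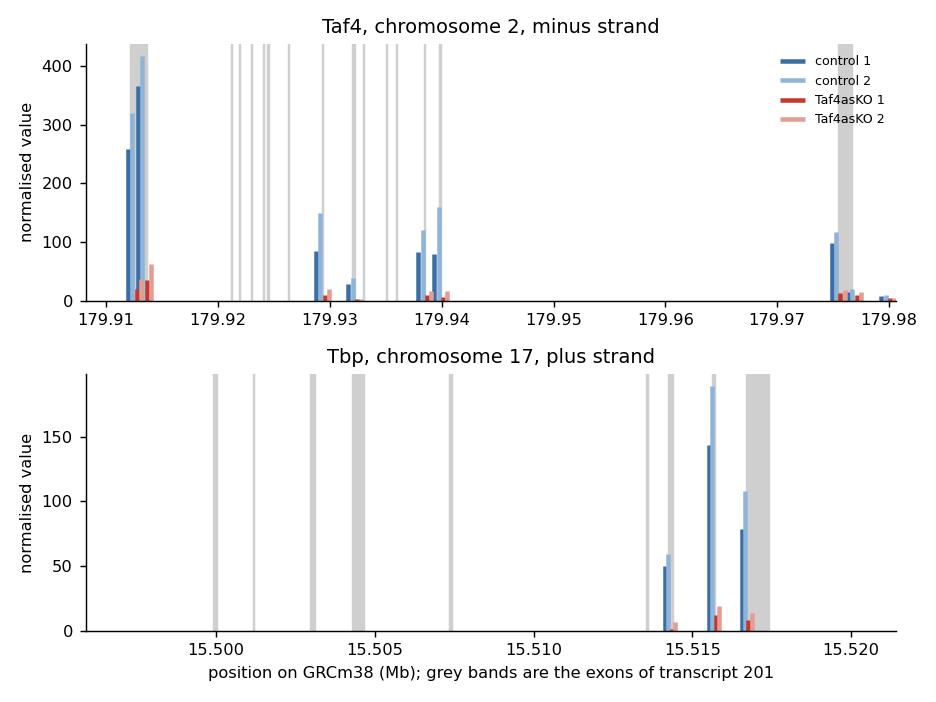
Normalised NF-YA value (y axis) of each peak in and near *Taf4* and *Tbp* against its position on GRCm38 in megabases (x axis), with exons of transcript 201 in grey and bars of the 4 libraries set side by side for display, which shifts them slightly from the peak centre. Signal inside the genes is on 6 of 15 exons of *Taf4* and 3 of 9 exons of *Tbp*, and is high in both control libraries only.

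Outside these genes, 19 calls were lower in Taf4asKO. Chosen after the values were seen, the largest of these were in introns of *Mycl* (chromosome 4, 122998676 to 122998791; 31.0 ± 7.07 against 4.5 ± 0.707; log2 fold change -2.53, limma adjusted p 0.0316) and of *Mfng* (chromosome 15, 78763680 to 78763878; 63.0 ± 12.7 against 10.5 ± 0.707; -2.46, limma adjusted p 0.00463). Strong promoter peaks among them included those of *Tomm40* (1090.0 ± 123 against 706.0 ± 42.4; -0.62, limma adjusted p 0.0404) and *Lgals1* (466.5 ± 17.7 against 269.5 ± 13.4; -0.79, limma adjusted p 0.0214). Of the 16 higher calls 1 was at a gene start and 15 contained CCAAT. Of the 19 lower calls 5 were at a start and 16 contained CCAAT, and the share with CCAAT did not differ (Fisher's exact test, two-sided, p = 0.608, adjusted over 4 tests 0.608).

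By fold change alone, 201 peaks were gained and 147 lost in Taf4asKO, out of 4689 peaks with a mean value above 10, leaving 92.6% within a 2-fold range. Of the gained peaks 16 were also calls, and of the lost peaks 22. Gained peaks were weak, with a median mean value of 15.25 and a median of 2.15 reads in control replicate 2. The lost peaks had a median of 18.25 and of 7.97 reads. Both sets were less often at gene starts than other peaks, with 42 of 201 gained peaks (20.9%) and 20 of 147 lost peaks (13.6%), against 54.7% and 54.6% of the remaining peaks with a mean above 10 (odds ratios 0.219 and 0.131, Fisher's exact test, two-sided, adjusted p 1.82e-21 and 1.09e-23). Part of this went with peak strength, as weak peaks are less often at starts. In 10000 random sets matched on signal the median share at starts was 32.8% for the gained and 40.8% for the lost peaks, and 0 sets had a share as low as observed in either case. Requiring both replicates of one genotype to exceed those of the other more than 2-fold left 75 gained and 49 lost peaks.

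The direction of the difference depended on the strength of the peak. Among the 971 peaks with a mean value of at least 100 the median log2 ratio was -0.22, and 822 peaks (84.7%) were lower in Taf4asKO. Among the 1417 peaks with means of 10 to 20 it was 0.16, a difference of -0.38 between strong and weak peaks. Another scaling shifts all peaks alike: centring on the strong peaks moved their median to 0.01 and that of the weak peaks to 0.38. Within the Taf4asKO libraries the trend was steeper in replicate 1, which had more reads in peaks.

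**Figure D4:**
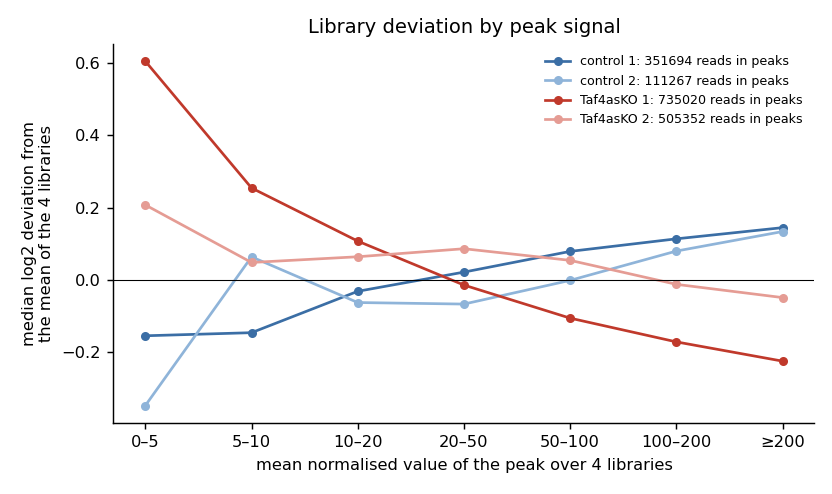
Median deviation of each library from the mean of the 4 libraries on the log2 scale (y axis) for peaks grouped by mean value (x axis), each line being a library. In the weakest group the libraries lie in the order of their reads in peaks, from 0.61 in Taf4asKO replicate 1 to -0.35 in control replicate 2, and in the strongest group both control libraries lie above both Taf4asKO libraries.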

Values the study reported

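The study reported NF-YA peaks at 5146 genes, with 34% of the binding at promoters and 34% in introns. Its supplementary figures show NF-YA peaks of wild-type MuSCs, for which it also had a separate set of libraries with other peak-calling settings. Which libraries gave these values was not stated, so they are not directly comparable with the gene count and shares given here. Without TAF4A the study counted 71 peaks as gained and 48 as lost.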

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

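The number of peaks that differed between the genotypes depended on the scaling of the libraries. With equal medians 129 peaks had a limma adjusted p under 0.05, 32 higher and 97 lower in Taf4asKO, so that 75.2% were lower against 64.4% on the deposited scale. Equal totals gave 61 peaks, 30 higher and 31 lower (50.8% lower). Centring on peaks with a mean of at least 100, added after the data were seen, gave 79 peaks, 54 higher and 25 lower (31.6% lower). The median log2 ratio of the tested peaks was -0.04 on the deposited scale, -0.07 with equal medians, 0.10 with equal totals and 0.18 after centring on strong peaks, so the scalings differ by more than 0.1 and the balance of higher and lower calls depends on this choice among others. The 10 peaks in exons of *Taf4* and *Tbp* were called under each of these scalings.

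Without the minimum on the mean value 0 peaks were called, 0 higher and 0 lower, with 1015 at an unadjusted p under 0.05; this fit includes the 7196 peaks and its smallest limma adjusted p was 0.164. A threshold of 0.1 gave 131 peaks, 52 higher and 79 lower. Weights from the reads behind each value, also added after the data were seen, gave 250 peaks, 118 higher and 132 lower, and included all 45 calls of the report. A pseudocount of 5 gave 58 peaks. For the count without the minimum and for the weights the cause was not tested.

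With the replicate number as a block 31 peaks were called, 3 higher and 28 lower (90.3% lower), of which 24 were among the 45. The labels do not say what a replicate number shares. The deviations of libraries with the same number correlated at -0.09 over the tested peaks and at 0.26 over peaks with a mean of at least 100, and with 2 pairs this does not establish a pairing, so that the replicate block is given only here. Among the named peaks the replicate block added a call at the *Gm26917* peak (limma adjusted p 0.00469, against 0.0623 to 0.391 over its other alternatives). With the block 7 named peaks lost their call. Of the 5 largest increases these were the peaks on chromosome 17, in *Gm33782* and in *Plxna4* (limma adjusted p 0.0844, 0.0588 and 0.0805). The others were decreases in introns of *Mycl*, *Asap1* and *Stk24* (0.0574, 0.0574 and 0.0588) and the histone peak at ENSMUSG00000094338 (0.0709). Leaving out a library leaves 1 library in a group, and no calls were made then.

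The counts of gained and lost peaks by fold change also moved. Equal totals gave 322 gained peaks and 99 lost. A ratio beyond 1.5 gave 549 gained and 469 lost peaks. A mean above 50 left 6 gained and 22 lost peaks, and requiring both replicates of one genotype to lie beyond 2 times both of the other left 75 and 49. Across the 4 counts that each left out one library, gained peaks ranged from 220 to 355 and lost peaks from 157 to 214; the 355 was reached without control replicate 1, which leaves the library with the fewest reads in peaks as the only control. The cause of the other moves was not tested.

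The *Kansl2* promoter peak stayed far from the threshold, with limma adjusted p from 0.331 to 0.951 over the alternatives, but its direction was not fixed. It reversed to a log2 fold change of 0.12 with equal totals and of 0.20 after centring on strong peaks, and ranged from -0.14 to 0.09 when one library was left out. The intronic *Prmt1* peak and the *Nfyb* peak also reversed after centring on strong peaks, to a log2 fold change of 0.025 and 0.073. These reversals follow from the scaling itself. Among 35 other named peaks and 7 alternatives, 31 of 245 values lost their call, 23 of them without the minimum, 6 gained one, and 206 kept direction and side. The 6 were *Mbd3* and *Sp1* with equal medians and with the weights, *Cic* with equal medians, and the *Gm26917* peak as above.

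An assigned gene was given for 65.5% of peaks, and any GENCODE start lay within 1000 bases of 39.8%. The start of the assigned gene lay within 1000 bases for 38.6%. Pearson's r of the control pair rose to 0.935 with a pseudocount of 5 and to 0.912 for peaks with a mean of at least 10, and that of the Taf4asKO pair to 0.980 and 0.973. The odds ratio for CCAAT was 10.6 over whole peaks. Comparisons with IgG, the fit over 8 libraries, the subtraction of IgG and the count models were not run. The number of reads limits the weak peaks most, since the median peak held 4.91 reads in control replicate 2.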

Other observations

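The tests of the exon peaks, of background and the number of reads in peaks, and of the other splits of the libraries were chosen after the results they measure had been seen. Those of GC content, of counting error and of single libraries were written down after the patterns but before their own values had been seen.

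The steepest losses in Taf4asKO were confined, among calls with a log2 fold change below -2.7, to exons of *Taf4* and *Tbp*, which both encode subunits of the transcription factor TFIID. All 7 peaks inside *Taf4* (chromosome 2, 179912152 to 179976646) and all 3 inside *Tbp* (chromosome 17, 15499888 to 15517427) lay mostly on exons, although exons make up 6.85% and 10.8% of the genes, and the signal left in Taf4asKO was 11.6% and 9.70% of control. If these were NF-YA binding sites lost without TAF4A, CCAAT should be frequent, but 1 of the 10 peaks had it, against 88.9% of 3176 other peaks in the same signal range (Fisher's exact test, two-sided, p = 2.54e-08). A deletion of the floxed Taf4 exons cannot reach *Tbp* on another chromosome, where 3 peaks fell alike. A carry-over of cellular RNA or cDNA in general would give many transcribed genes several such peaks, but 0 genes other than these had 3 or more peaks inside later exons. The cut-off of 3 equals the number of peaks in *Tbp*. In all, 146 genes had 1 or more peaks inside later exons and 4 genes had 2, so that a weaker carry-over is not excluded. A candidate explanation is DNA copies of the spliced *Taf4* and *Tbp* transcripts, such as expression constructs, in the control libraries. The chance that peaks placed at random in these genes all fall on exons was 4.43e-12, but the exon position is what drew attention to them and is no independent test. Against full-length copies, 9 exons of *Taf4* and 6 of *Tbp*, one of 374 bases, had no peak. This explanation stays open, as does an effect of genotype that spares the promoters. Without these peaks 35 calls remain.

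Strong peaks were lower and weak peaks higher in Taf4asKO, with a difference of -0.38 in median log2 ratio. GC content was not the whole cause, since the difference was still -0.34 after the GC trend had been removed. More unspecific background in the Taf4asKO libraries would raise weak peaks with and without CCAAT alike. At means of 10 to 20 the median log2 ratio was 0.23 with CCAAT (1063 peaks) and -0.07 without (354 peaks), a difference of 0.30 (permutation test over peaks, two-sided, p = 2e-05, the smallest that 100000 permutations can give). In weaker peaks both kinds rose, those with CCAAT more, with 0.32 against 0.06 at means of 5 to 10 and 0.90 against 0.61 below 5. The differences go against background as the only cause. However, chance peaks called in the control libraries with few reads in peaks, which would lack CCAAT, could produce them too and were not tested. The peak set was itself merged from calls in these same libraries, and by the study's reporting summary Taf4asKO replicate 1 had the most peaks. Weak peaks may thus have been selected for a high value there, which was not tested either, so that background stays open. The number of reads in peaks cannot be told apart from genotype, as both Taf4asKO libraries have more of them. Within Taf4asKO the library with more reads in peaks had the steeper trend, by -0.21, whereas in control it was 0.16 in the library with more and 0.17 in the one with fewer. Total sequencing depth was not tested here. In the study's reporting summary, uniquely mapped reads were somewhat lower in both control libraries, but differed far less than reads in peaks. Taf4asKO replicate 1 had fewer of them than replicate 2, although it had more reads in peaks. A genotype effect on the range of NF-YA occupancy remains open too.

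The number of gained peaks was 201. That is higher than the value quoted from the study above. The number of lost peaks was 147. That is higher than the value quoted from the study above. The rule behind the quoted values was not found in the methods, and these counts depend on the rule: requiring both replicates of one genotype to lie beyond 2 times both of the other gave 75 gained and 49 lost peaks. In 100 simulations with no change and with the real number of reads, counting error gave 44.5 gained and lost peaks on average and at most 66. Adding the replicate variance of strong peaks gave 57.1 on average, which understates the spread of weak peaks and decides nothing. With counting error and the replicate variance of peaks of the same signal, estimated within each genotype, the average was 72.8 and the maximum 97. The other splits of the libraries into pairs gave 83 and 57 such peaks. These are fewer than the 348 observed, so that noise of this size does not account for the sets as a whole. As limits, the variance rests on 1 pair of replicates per genotype. The simulations also leave out that peaks were selected by calls in these same libraries. Gained peaks had CCAAT in 92.0% of cases and lost peaks, without the *Taf4* and *Tbp* exon peaks, in 67.2% (odds ratio 5.66, Fisher's exact test, two-sided, p = 7.61e-09, adjusted over 4 tests 1.01e-08). Neither the difference in reads in peaks between the genotypes nor the selection of peaks by calls in these libraries was excluded for this contrast.

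Of the 3 ways to split the 4 libraries into pairs, 1 gave as many as 45 calls, the split by genotype. The other 2 gave 0 calls each, with 32 and 60 peaks at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.333, so that chance is not excluded by this count.

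Peaks at replication-dependent histone genes were lower in Taf4asKO. Picked after the values were seen, 30 tested peaks at gene starts, of 27 gene IDs, had a median log2 ratio of -0.45, and 27 of them were lower. The median lay below that of all tested peaks under each scaling and was negative throughout, with -0.47 for equal medians, -0.31 for equal totals and -0.22 after centring on strong peaks. GC content and signal do not account for it, since 0 of 10000 random sets of peaks at gene starts matched on both had as low a median (lowest -0.35). It did not rest on a single library either, as the highest of the 4 medians that each used 1 library of a genotype was -0.33. Of these peaks 1 was a call by itself, at ENSMUSG00000094338 (chromosome 13, 21716073 to 21716468), which fell from 171.0 ± 1.41 to 96.0 ± 2.83 (SD, n = 2; limma adjusted p 0.0473). It was no longer called without the minimum on the mean value or after centring on strong peaks. A lower fraction of cells in S phase could go with such a loss. The paper reports reduced EdU incorporation in isolated Taf4asKO MuSCs, which it reads as decreased proliferation, but a link to these peaks was not tested. Reads shared between near-identical gene copies and the difference in reads in peaks were not tested either.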
